A study of Homo sapiens with 10 samples. Its data were reported in "ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers" (2022).

How the data were processed

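Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors in 12Z cells, an immortalized human epithelial cell line derived from endometriosis. Cells were transduced with lentiviral shRNA particles that were either non-targeting (control) or directed against ARID1A (shARID1A), a DNA-binding subunit of the SWI/SNF chromatin remodeler. They were crosslinked 72 h later. Chromatin was precipitated with antibodies to the histone variant H3.3 or to the acetylated form of the variant H2A.Z (H2A.Zac). Groups were taken from the sample titles, which name the shRNA and the antibody and give 2 libraries for each of the 4 combinations. The other 2 samples of the series are input chromatin, 1 per shRNA, for which no file was analysed here.

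Per the labels and the study's methods, the authors trimmed paired-end reads of 50 bp, aligned them with Bowtie2 to the p12 patch of the human genome build GRCh38, kept properly paired fragments, reduced the libraries to equal molecular complexity and removed duplicates. Peaks were called by the authors with MACS2 against input, as broad peaks for H3.3 and as narrow peaks for H2A.Zac, and were filtered against a blacklist of problematic regions. A list was deposited for each library. A further list per antibody and shRNA, called here the overlap set, holds peaks that the authors called on pooled replicates and kept where both replicates supported them. The deposited peak lists give the authors' fold enrichment over input of each peak as a linear ratio. They also give the −log10 of the p-value and of the q-value as deposited by the authors. Scores were used to rank and filter peaks within a list. Peaks above a fixed score were also compared between lists. Because a peak's score depends on the depth and background of its own library, such differences can reflect these as well as the chromatin.

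The authors' differential analysis used csaw to count fragments over the union of peaks that intersected between replicates in either condition, and edgeR's quasi-likelihood test with condition as the only variable. Loess offsets in that analysis assume that fold changes are symmetrical at each abundance, so that a change affecting most regions in a single direction is removed as technical. The deposited tables give the authors' log2 fold change (shARID1A over control) and average log2 CPM for each region. The p-value and the false discovery rate (FDR) in them are the authors' own. No counts per library were in these tables as received, so neither the test nor its normalization was rerun, and no interval could be given for a single region's fold change. A region was called decreased or increased at an FDR under 0.05, which is the study's threshold. Because the authors joined neighbouring regions and kept the smallest p-value among them, a deposited p-value or FDR may reflect only part of a region. Tested regions ranged from 1 to 173670 bp in width for H3.3 and from 1 to 83624 bp for H2A.Zac. The widest are longer than the study's methods allow for joined regions, and how they arose is unknown.

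Coordinates are those of GRCh38. All chromosome names and end positions in the files lay within the chromosomes of the GRCh38 reference sequence used here for GC content. Gene annotation came from GENCODE release 44. A region was promoter-proximal when it reached within 3 kb of the start of an annotated gene. Other regions were exonic when they shared any base with an annotated exon, intronic when they lay inside a gene without reaching an exon, and intergenic otherwise. Overlaps were computed with bedtools 2.31.1 and required at least 1 shared bp unless stated. Other calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9.

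Peak numbers, and the percent of called regions at which a library had a deposited peak, were compared between groups by a two-sided exact permutation test of the difference in means. With 2 libraries against 2, its smallest possible p-value is 0.333, so it cannot pass 0.05. Shares of peaks are given with 95% Clopper-Pearson intervals, which cover counting error only. Decreased and increased regions were compared by Fisher's exact test (two-sided) for location and for H2A.Zac status, with log-normal 95% intervals of the odds ratio, and by a permutation test with 100000 resamples (two-sided) for log2 width. These 5 tests form a family and were adjusted by the Benjamini-Hochberg method. Regions are not biological replicates, and neighbouring regions are not independent. The p-values of these tests therefore describe the tables of this experiment. A circular shift of the H2A.Zac direction labels along the genome, drawn 10000 times, served as an alternative that keeps neighbouring labels together. Where several H2A.Zac regions met an H3.3 region, the region with the smallest p-value was used.

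The read depth of each library is unknown from the peak lists. A library's number of peaks depends on its depth and on the efficiency of the precipitation as well as on the chromatin.

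The methods were tested on simulated data. In 900 simulated intervals, overlap calls equal to a brute-force count made up 100% of the total. For the direction of H2A.Zac at H3.3 regions, 40 simulations over 2352 regions with an odds ratio of 3 gave a median odds ratio of 3.00. Without any simulated relation, 3 of the 40 simulations passed 0.05 by Fisher's exact test and 1 did by circular shift. The simulated directions were drawn independently for each region, with equal probability for H3.3 where no relation was simulated. In the data, neighbouring regions are not independent, and 2059 of the 2352 H3.3 regions decreased. The simulations therefore do not give the error rate of either test under these conditions. For region width, a simulated difference of 0.20 on the log2 scale over 19477 regions was recovered as 0.20.

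Tests, groups and a list of alternatives were fixed before the data were examined. The alternatives covered stricter peak and FDR thresholds, minimum fold changes, larger required overlaps, equal numbers of peaks per list, other definitions of a promoter, the circular shift and the omission of each library. Alternatives that restrict tested regions by the libraries in which they had a peak or by a width of at least 150 bp, and one that uses all transcript starts, were chosen after seeing the data. So were all alternatives for the share of changed regions that decreased. Apart from the decreased regions at TRIO, regions named individually follow a rule set beforehand. The rule selects the 2 decreased and the 2 increased regions with the smallest FDR in each deposited table. It also covers 6 genes chosen from the study (ARID1A, CCL2, PLAU, TRIO, COL1A1 and THBS1). For each gene it selects the region with the smallest p-value from 10 kb upstream to 10 kb downstream. A further gene of that list is not reported here.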

Results

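To measure how depletion of ARID1A alters the distribution of H3.3 and H2A.Zac, ChIP-seq was performed in 12Z endometriotic epithelial cells transduced with a non-targeting shRNA (control) or with an shRNA against ARID1A (shARID1A). H3.3 is a variant of histone H3 that is placed outside of DNA replication and marks active chromatin, and H2A.Zac is the acetylated form of the variant H2A.Z. The data comprised 8 libraries, with 2 replicates for each antibody and shRNA. The level of ARID1A itself was not analysed here.

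H3.3 peaks in control cells numbered 109262 in replicate 1 and 121654 in replicate 2, and covered 89.9 and 95.02 Mb of the genome. In shARID1A cells there were 124474 peaks over 116 Mb in replicate 1 and 90787 peaks over 53.1 Mb in replicate 2. The means were 115458 ± 8762 peaks in control (SD, n = 2) and 107631 ± 23820 in shARID1A (SD, n = 2). This difference was smaller than the spread between replicates (exact permutation p = 1.00, two-sided, where the smallest possible is 0.333). When counting was restricted to peaks with a −log10 q of at least 5, control libraries had 8142 and 7554 H3.3 peaks and shARID1A libraries had 4480 and 1802. The means of these strong peaks were 7848 ± 416 and 3141 ± 1894 (SD, n = 2 each), with both shARID1A libraries below both control libraries (exact permutation p = 0.333, the smallest possible). Depth and background of each library also affect how many peaks pass this cut. The sign of the difference in H3.3 peak number rested on a single library, as shARID1A exceeded control by 9016 peaks without shARID1A replicate 2.

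H2A.Zac peaks were more numerous. Control libraries had 251364 and 251200 peaks, and shARID1A libraries had 191752 and 227520. The means were 251282 ± 116 in control and 209636 ± 25292 in shARID1A (SD, n = 2 each), with each shARID1A library below each control library (exact permutation p = 0.333). The difference of −41646 peaks was −23762 without shARID1A replicate 1 and −59530 without shARID1A replicate 2. Strong H2A.Zac peaks, with a −log10 q of at least 5, numbered 77871 and 77797 in control and 69952 and 69564 in shARID1A. In number of peaks per 10-Mb bin, the H2A.Zac control libraries differed by less than the sampling noise of independent lists (chi-square 152 on 304 degrees of freedom, p = 1.00). Sites with a peak in both lists lower this value, so it does not show that the libraries are 1 sample. The lists held different intervals, as only 47 peaks had the same start and end in both and 64.8% of replicate 1 peaks overlapped a replicate 2 peak. They were treated as 2 libraries, as labelled. If they were counted as 1 sample, the H2A.Zac control group would have no replicate and its spread could not be estimated.

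**Figure D1:**
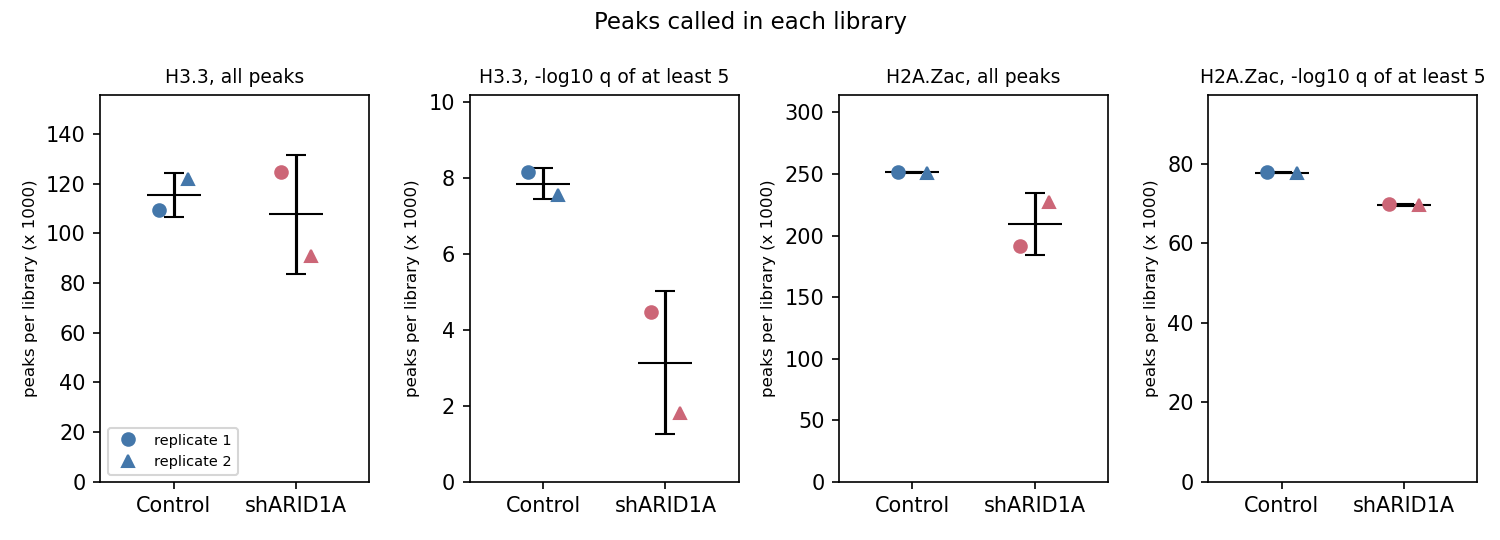
Number of peaks per library, in units of 1000 peaks, for all deposited peaks and for peaks with a −log10 q of at least 5. Symbols are the 2 replicates, and bars are the mean and SD. For H3.3, shARID1A replicates gave the highest and the lowest number of all peaks (124474 and 90787), whereas both were below control for strong peaks (4480 and 1802 against 8142 and 7554).

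Replicates were compared by the bases covered in both lists as a share of those covered in either. This share was 48.4% between H3.3 control replicates and 30.7% between H3.3 shARID1A replicates. The latter was lower than between shARID1A replicate 1 and control replicate 1 (41.5%) or control replicate 2 (41.7%). Between shARID1A replicate 2, which covered the fewest bases, and the control libraries it was 31.0% and 30.6%. Of the shARID1A replicate 2 peaks, 56.1% overlapped a peak of shARID1A replicate 1, against 47.0% and 49.3% for the control libraries. For H2A.Zac, the share was 65.4% between control replicates and 63.5% between shARID1A replicates, and it was from 59.6% to 63.5% between libraries of different groups.

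Peaks supported by both replicates were then examined as the overlap sets. The H3.3 set held 40006 peaks in control cells, with a median width of 1829 bp, and 26658 peaks in shARID1A cells, with a median width of 2153 bp. In control cells, 34.8% of H3.3 peaks on the autosomes and the X chromosome were intronic, 25.3% were promoter-proximal, 22.2% were intergenic and 17.6% were exonic. Of the control H3.3 peaks, 52.6% overlapped a peak in the shARID1A set (95% Clopper-Pearson interval 52.1% to 53.1%), and 73.3% of shARID1A peaks overlapped a control peak. The alternative that moved the former share most was the list of shARID1A replicate 1 alone, against which 79.2% of control peaks were kept, while a reciprocal overlap of at least 50% gave 30.2%. The H2A.Zac set held 84144 peaks in control cells and 70444 in shARID1A cells. Of the control H2A.Zac peaks, 67.2% overlapped a shARID1A peak (66.9% to 67.6%). The marks coincided at 52.6% of control H3.3 peaks, which overlapped a control H2A.Zac peak, and at 41.4% of H3.3 peaks in shARID1A cells.

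The effect of ARID1A knockdown on H3.3 was addressed with differential abundance across 67502 regions in the authors' deposited table (csaw/edgeR, FDR < 0.05). In the authors' deposited table, 8418 regions decreased and 11059 increased, so that 28.9% of tested regions changed. Decreased regions had a median log2 fold change of −0.64 and increased regions of 0.76 in the authors' deposited table. At an FDR under 0.01, 6899 regions were called in the authors' deposited table, of which 36.0% decreased. The balance of directions moved most with the peaks used to define regions. In the authors' deposited table, 72.0% of the 6099 changed regions that overlapped a strong peak decreased, against 43.2% of all changed regions. Strong peaks numbered 11308 in the control H3.3 overlap set and 3824 in the shARID1A set. Every decreased region had a peak in both control libraries. Regions with a peak in both shARID1A but not in both control libraries held 5744 increased and 0 decreased ones in the authors' deposited table. Among them, 0 were lower at an unadjusted p-value under 0.05. Conversely, regions with a peak in both control but not in both shARID1A libraries held 5479 decreased and 2 increased ones.

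For H2A.Zac, 111427 regions were tested in the authors' deposited table, of which 7661 decreased and 9259 increased, or 15.2% in total. Median log2 fold changes in the authors' deposited table were −0.56 and 0.74, respectively. The number of changed regions fell most when an absolute log2 fold change of at least 1 was also required, to 4001 in the authors' deposited table.

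Peak detection at changed regions was then read in each library. Regions called decreased for H3.3 had a peak in 100% of cases in both control libraries, in 58.4% of cases in shARID1A replicate 1 and in 35.6% in shARID1A replicate 2. The means were 100% in control and 47.0% ± 16.1 in shARID1A (SD, n = 2; exact permutation p = 0.333). At increased H3.3 regions, the means were 53.7% ± 1.76 in control and 99.95% ± 0.051 in shARID1A (SD, n = 2 each; exact permutation p = 0.333). At decreased H2A.Zac regions, detection was 100% in control and 71.4% ± 4.07 in shARID1A, and at increased H2A.Zac regions it was 71.7% ± 0.015 in control and 99.9% ± 0.038 in shARID1A (SD, n = 2 each; exact permutation p = 0.333 for both). With strong peaks only, the difference at increased H3.3 regions was 2.97 percentage points (exact permutation p = 1.00), against 46.2 for all peaks. With an equal number of peaks in every library, the differences were −51.9 at decreased and 46.4 at increased H3.3 regions. The cut for strong peaks left fewer peaks in shARID1A (4480 and 1802) than in control libraries (8142 and 7554). The detected shares are not independent of the calls, since regions were built from the peaks of the same libraries.

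Changed regions were compared by location. Among H3.3 regions, 17.5% of decreased and 19.0% of increased regions were promoter-proximal (odds ratio 0.91, 95% interval 0.84 to 0.97, Fisher's exact test p = 0.008, adjusted p = 0.008 over 5 tests). This difference was not detected when the region midpoint was used (odds ratio 1.01, Fisher's exact p = 0.805), when 1 kb was the limit (odds ratio 0.98, p = 0.735) or with start sites of protein-coding genes only (odds ratio 0.92, p = 0.124). It was larger at an FDR under 0.01 (odds ratio 0.67) and with start sites of all transcripts (odds ratio 0.43). Away from promoters, exons were reached by 28.2% of increased and 8.77% of decreased H3.3 regions, and 6.89% of increased and 28.5% of decreased regions were intergenic. When each library was limited to its 90787 strongest peaks, 11.9% of peaks were exonic in both control libraries, 16.2% in shARID1A replicate 1 and 11.3% in shARID1A replicate 2. Over all deposited peaks these shares were 11.23% and 10.83% in control and 14.5% and 11.28% in shARID1A. Among H2A.Zac regions, 22.9% of decreased and 38.9% of increased regions were promoter-proximal (odds ratio 0.47, 0.44 to 0.50, Fisher's exact test p = 3.13e-111, adjusted p = 7.83e-111). Decreased H3.3 regions were wider than increased ones, with medians of 976 and 716 bp. The difference in mean log2 width was 0.37 (permutation test p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1e-05). Regions under 150 bp made up 768 of the 8418 decreased and 2212 of the 11059 increased ones. Width was not compared without them, so whether the difference holds among wider regions is unknown.

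**Figure D2:**
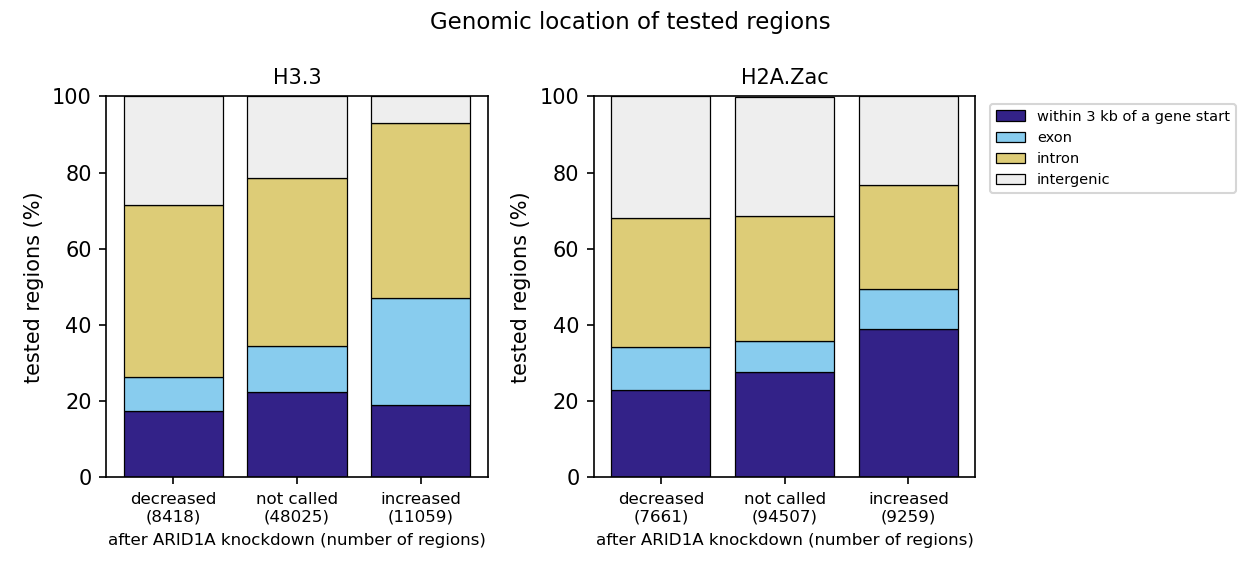
Location of tested regions by direction of change after ARID1A knockdown, as a percentage of the regions in each class of the authors' deposited table (numbers in parentheses). Increased H3.3 regions were exonic in 28.2% of cases against 8.77% of decreased ones, and increased H2A.Zac regions were promoter-proximal in 38.9% of cases against 22.9%.

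To relate the marks, H3.3 regions were intersected with H2A.Zac. A control H2A.Zac peak was present at 73.3% of decreased H3.3 regions (95% Clopper-Pearson interval 72.4% to 74.3%), at 38.7% of regions that were not called and at 9.60% of increased regions (9.06% to 10.2%). The odds ratio of decreased against increased regions was 25.9 (95% interval 23.9 to 28.0), with a Fisher's exact p-value too small for the computation to tell from 0. Within H3.3 regions of 500 to 2000 bp, this odds ratio was 42.9. Both marks were tested and called in the authors' deposited tables at 2352 H3.3 regions. Of the 2059 decreased H3.3 regions among them, 61.0% overlapped a decreased H2A.Zac region in the authors' deposited table, and of the 293 increased H3.3 regions 32.1% did (odds ratio 3.31, 2.55 to 4.30, Fisher's exact test p = 1.09e-20, adjusted p = 1.82e-20). Circular shifts of the H2A.Zac labels gave odds ratios from 0.70 to 1.45 in 95% of draws (permutation p = 0.0001, the smallest that 10000 shifts can give). The remaining 803 of the decreased H3.3 regions met an increased H2A.Zac region. Across the 26294 H3.3 regions that overlapped any tested H2A.Zac region, log2 fold changes in the authors' deposited tables had a Spearman's rho of 0.15 and a Pearson's r of 0.14. This relation is across regions, which are not independent replicates.

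**Figure D3:**
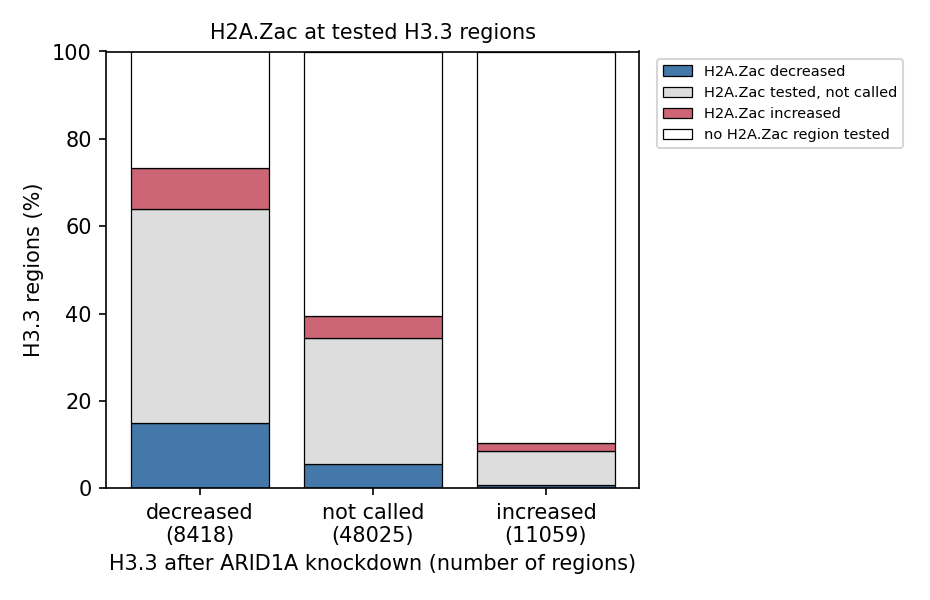
H2A.Zac at tested H3.3 regions, as a percentage of the decreased, not called and increased H3.3 regions of the authors' deposited table. Among increased H3.3 regions, 89.6% overlapped no tested H2A.Zac region, against 26.6% of decreased ones. The share with decreased H2A.Zac was 14.9% for decreased and 0.85% for increased H3.3 regions.

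The regions with the smallest FDR were next considered, with GRCh38 coordinates. The leading decreased H3.3 region in the authors' deposited table was intergenic (chromosome 9, 115936907 to 115946517), 207 kb from the nearest protein-coding start site, that of PAPPA, with a log2 fold change of −0.52 and an FDR of 4.01e-05. The other was in an intron of EIF2AK3 (chromosome 2, 88655180 to 88659596), with a log2 fold change of −0.66 and an FDR of 5.59e-05 in the authors' deposited table. The leading increased H3.3 region in the authors' deposited table spanned 173670 bp across CEMIP and MESD (chromosome 15, 80780810 to 80954479; log2 fold change 0.39, FDR 1.10e-05). This region is wider than the limit the study describes for merged regions, and its FDR can stand for a part of it. A second increased region reached an exon of LOXL2 (chromosome 8, 23369983 to 23379335) and had a log2 fold change of 0.62 and an FDR of 2.13e-05 in the authors' deposited table. For H2A.Zac, the leading decreased regions in the authors' deposited table were intergenic, 309 kb from the start site of SUPT3H (chromosome 6, 45687413 to 45723262; log2 fold change −0.40, FDR 1.37e-09), and at an exon of ZC3H6 (chromosome 2, 112301675 to 112305698; log2 fold change −1.25, FDR 3.19e-09). The leading increased H2A.Zac regions in the authors' deposited table were at an exon of CATSPERD (chromosome 19, 5769172 to 5777962; log2 fold change 0.86, FDR 9.03e-10) and at an exon of an annotated gene without a symbol (chromosome 12, 131858103 to 131865094; log2 fold change 0.83, FDR 9.38e-09). Each of these 8 regions had a peak in all 4 libraries of its mark.

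Among 6 genes chosen from the study beforehand, the region with the smallest p-value had an FDR under 0.05 in 6 for H3.3 and in 5 for H2A.Zac, counted over all regions tested in the authors' deposited tables. The counts were also 6 and 5 when adjusted over the list alone. That adjustment used the smallest p-value of each gene, from up to 76 tested regions for H3.3 at TRIO. It did not correct for this choice. Because the study also described several of these genes from the same samples, the counts over the list are not independent evidence. Around these genes, 4 H3.3 regions decreased and 52 increased in the authors' deposited table, of which 42 increased and 2 decreased regions were at TRIO (chromosome 5, 14143342 to 14532128). For H2A.Zac, 0 regions decreased and 6 increased around these genes. The H3.3 region with the smallest p-value at TRIO increased (14369810 to 14385603, log2 fold change 0.33, FDR 0.000351). Those at COL1A1 (log2 fold change 0.37, FDR 0.000903) and THBS1 (log2 fold change 0.24, FDR 0.002) also increased. The decreased regions at TRIO, not selected by the rule, lay in the first part of the gene but did not cover its annotated start. Both are wider than the limit the study describes for merged regions, and each FDR can stand for a part of its region. These regions spanned 14144034 to 14170100 (log2 fold change −0.18, FDR 0.006) and 14170541 to 14212051 (log2 fold change −0.21, FDR 0.001) in the authors' deposited table. At ARID1A itself (chromosome 1, 26693236 to 26782104), 6 of 23 H3.3 regions increased and 0 decreased in the authors' deposited table (1 was lower at an unadjusted p-value under 0.05), led by an intronic region with a log2 fold change of 0.82 (26720131 to 26723417, FDR 0.002). At CCL2 (chromosome 17, 34255274 to 34257208), an H3.3 region that covers the start site (34251682 to 34255885) had a log2 fold change of −0.40 and an FDR of 0.002 in the authors' deposited table. The H2A.Zac region immediately upstream of CCL2 (34244359 to 34254285) had a log2 fold change of 0.31 and an FDR of 8.58e-05 in the authors' deposited table. At PLAU, the promoter-proximal H3.3 region (chromosome 10, 73907279 to 73910249) had a log2 fold change of −0.30 and an FDR of 0.041, and 0 of 6 H2A.Zac regions were called in the authors' deposited table, where the smallest unadjusted p-value was 0.134.

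**Figure D4:**
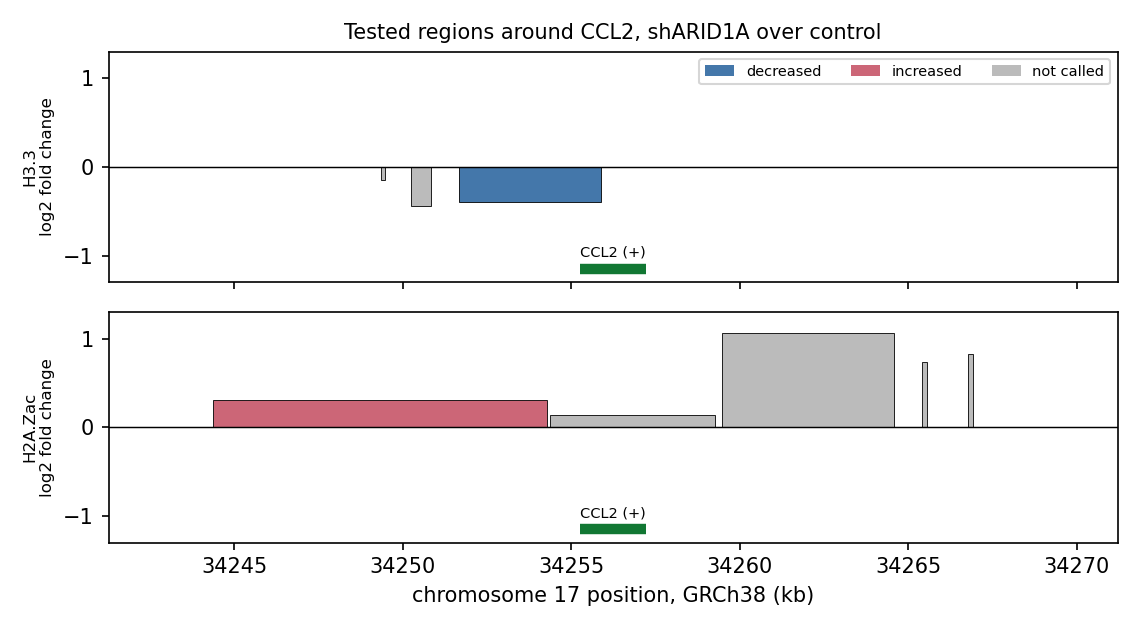
Tested regions around CCL2 on chromosome 17 (GRCh38, kb). Bar height is the log2 fold change (shARID1A over control) from the authors' deposited table, bar width is the region, and colour is the call at an FDR under 0.05. The H3.3 region over the start site decreased (log2 fold change −0.40), and the H2A.Zac region upstream increased (log2 fold change 0.31).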

Values the study reported

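The study reported H3.3 enrichment at 40,006 regions in control 12Z cells, with peaks 1830 bp wide on average. After ARID1A knockdown it reported 8418 regions with decreasing H3.3 and 11,059 with increasing H3.3.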

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

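Alternatives that select regions by the libraries in which they had a peak or by a minimum width, that use all transcript starts, or that follow the share of changed regions that decreased were chosen after seeing the data. The other alternatives were planned. No paired analysis was possible because the deposited comparison tables hold no counts per library, although the groups share replicate numbers.

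The direction of H2A.Zac at changed H3.3 regions kept its direction and its side of the threshold under all 7 alternatives, with odds ratios from 2.53 to 3.31. H2A.Zac marking did so under its 5 alternatives (24.3 to 47.2), the promoter-proximal share of H2A.Zac regions under 6 (0.35 to 0.57), and H3.3 width under 4. The size of the width difference moved, however. It was 0.37 on the log2 scale, 0.16 at an FDR under 0.01 and 0.19 among regions with a peak in all 4 libraries. Away from promoters it was 0.55. None of the 4 width alternatives left out regions under 150 bp, of which 2212 were increased and 768 decreased. The promoter-proximal share of H3.3 regions did not keep its direction and side of the threshold throughout. Its odds ratio of 0.91 was 0.98 within 1 kb and 0.92 with protein-coding genes only, both no longer past 0.05, and 1.01 with region midpoints, on the opposite side of 1. It was further from 1 at an FDR under 0.01 (0.67, Fisher's exact p = 7.50e-10), with the starts of all transcripts (0.43, p = 2.93e-165) and among regions with a peak in all 4 libraries (0.72, p = 1.10e-09). The cause was not tested.

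The share of control H3.3 peaks kept (52.6%) was 42.6% when at least 50% of the control peak had to be covered, 30.2% for a reciprocal overlap of 50%, 32.0% between strong peaks (−log10 q of at least 5), and 58.6% with equal numbers of peaks. Against the single shARID1A lists it was 79.2% for replicate 1 and 56.5% for replicate 2. For H2A.Zac (67.2%), these values were 54.3%, 44.4%, 75.2% and 74.6%, and 71.5% and 82.2% against the single lists. A stricter overlap can only lower a share. The cause of the other shifts was not tested.

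The 19477 changed H3.3 regions fell to 6899 at an FDR under 0.01, to 3515 with an absolute log2 fold change of at least 1, to 6099 among regions that overlap a strong peak, and to 8244 among regions with a peak in all 4 libraries, which follows from fewer regions tested or a stricter threshold. The 16920 changed H2A.Zac regions became 6149 at an FDR under 0.01, 26236 at an FDR under 0.1, and 10300 and 4001 with an absolute log2 fold change of at least 0.5 and 1.

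The share of changed H3.3 regions that decreased was 43.2%. It was 61.3% among regions with a peak in both control libraries and 72.0% among regions that overlap a strong peak, so that the majority changed direction. It was 21.0% among regions with a peak in both shARID1A libraries and 35.7% among regions with a peak in all 4. It was 36.0% at an FDR under 0.01, 45.9% at an FDR under 0.1, 38.4% and 32.2% with a minimum absolute log2 fold change of 0.5 and 1, and 46.4% for regions of at least 150 bp. For H2A.Zac the share of 45.3% was 54.6%, 48.2% and 35.7% among regions with a peak in both control libraries, a strong peak, or a peak in both shARID1A libraries. It was 48.8% at an FDR under 0.01, 41.1% and 29.1% with the minimum fold changes, and 48.6% for regions of at least 150 bp. Strong H3.3 peaks numbered 11308 in the control overlap set and 3824 in the shARID1A set, so most came from control. Selecting regions by the peaks of a single condition favours regions higher in that condition by construction.

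The difference in H3.3 peak number between groups (−7828) was 395 for peaks with a −log10 q of at least 2, and ranged from −24671 to 9016 across the 4 omissions of a library. It was positive without shARID1A replicate 2. The cause was not tested. Detection at decreased H3.3 regions differed between groups by −53.0 percentage points, and by −64.4 to −41.6 when a library was left out. For decreased H2A.Zac regions the range was −31.5 to −25.7 percentage points. With strong peaks, detection differed by −24.8 percentage points at decreased H3.3 regions, and at increased H3.3 regions by 2.97 in place of 46.2 (exact permutation p = 1.00). For H2A.Zac these differences were −24.7 at decreased and 11.9 at increased regions. With equal numbers of peaks, the differences at decreased and increased regions were −51.9 and 46.4 for H3.3, and −27.4 and 29.0 for H2A.Zac. The difference in H2A.Zac peak number (−41646) ranged from −59530 to −23762 when a library was left out. In total, 69 of the 114 alternative values kept their direction and their side of the threshold or stayed within the limits set for a change. Comparisons of 2 libraries against 2 cannot pass the threshold, so under another peak setting they were counted by direction alone, and the fall from 46.2 to 2.97 is among the 69.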

Other observations

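The tests of copy number, of a single library for the chromosome pattern, of regions taken from one condition for the excess of increased calls, of exonic location among regions with a peak in both libraries of a group, of the loess offsets and of the H2A.Zac control libraries were chosen after the results were seen. The remaining tests in this part were set out before their results were seen, although the patterns themselves came from the same data.

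Increased H3.3 regions lay in exons more often than decreased ones (odds ratio 4.09, 95% interval 3.75 to 4.45). The tables argue against several technical explanations as the whole cause. The odds ratio was 4.27 when stratified by GC decile, 4.77 by width decile and 5.10 by decile of average abundance, and it was 4.59 among regions with a peak in all 4 libraries. Membership of that set depends on the change itself and moves the value, but the odds ratio stayed above 1 in the set that keeps every decreased region (7.18, a peak in both control libraries) and in the set that keeps 11049 of the 11059 increased regions (2.61, a peak in both shARID1A libraries). Inside protein-coding genes the odds ratio of exon against intron was 3.21, and stratified by gene it was 1.62 (1.20 to 2.17), a value that rests on the 364 genes with regions called in both directions. Which genes gained H3.3 may therefore account for much of the exonic excess, but not for all of it. Spliced RNA carried into a library was not settled by the tables and stays open. The study's methods, however, describe ChIP libraries made from purified DNA and no step that copies RNA into DNA. Exons made up a median of 29.0% of the length of increased exonic regions, above the 15.4% in decreased and below the 37.4% in not called exonic regions, where regions not called were narrower (median width 766.5 bp, against 1856.5 bp in increased and 1799.5 bp in decreased exonic regions). By the limit set beforehand, a share no higher than in regions not called would have counted against spliced RNA, but that reading was dropped after the result was seen because of this difference in width. A single library stays open as well. With the 90787 strongest peaks of each library, 11.9% were exonic in both control libraries, 16.2% in shARID1A replicate 1 and 11.3% in shARID1A replicate 2, so that the lowest shARID1A share was below the highest control share (difference −0.66 percentage points). Over all deposited peaks, however, the exonic share was 14.5% and 11.28% in shARID1A replicates 1 and 2, against 11.23% and 10.83% in control, so that both shARID1A libraries were above both control libraries. An effect of ARID1A loss on H3.3 over gene bodies also stays open.

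The H3.3 log2 fold change differed between chromosomes, with medians of −0.35 on chromosome 13, −0.33 on X, −0.27 on 18 and −0.25 on 4, and of 0.24 on 17 and 0.26 on 19. Against 1000 circular shifts along the genome, the SD of the chromosome medians (0.151) did not pass 0.05 (permutation p = 0.073). The pattern is thus not distinguishable from the clustering of neighbouring regions. It was 0.139 after each GC decile's median was removed (permutation p = 0.045) and 0.125 after the median of each location class was removed (permutation p = 0.038). These p-values would have counted against both explanations by the limit set beforehand, but as the uncorrected value did not pass 0.05, that reading was dropped after the result was seen, and GC content and location cannot be told apart from the other explanations. A change in copy number would move both marks alike, whereas the medians of H2A.Zac followed those of H3.3 with a slope of 0.35 (bootstrap interval 0.10 to 0.56) over 23 chromosomes. The interval lay below equal movement of the marks, but noise in the H3.3 medians also lowers such a slope. A contribution of copy number therefore stays open. With equal numbers of peaks, the 4 chromosomes with the lowest medians held 6.30% of peaks in each control library, 6.35% in shARID1A replicate 1 and 4.02% in shARID1A replicate 2. The highest shARID1A share exceeded the lowest control share by 0.050 percentage points, so the depletion was seen in only 1 of the 2 shARID1A libraries and a single library may be its source.

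More H3.3 regions were called increased than decreased, while shARID1A libraries had fewer strong peaks and a smaller overlap set. Among regions with a peak in all 4 libraries, 5305 increased and 2939 decreased. This was first read as evidence against regions found in the peaks of one condition as the source of the excess, and that reading was dropped because membership of this set depends on the change itself. Of the 8418 decreased regions, all with a peak in both control libraries, 5479 are outside it for want of a peak in a shARID1A library. Of the 11059 increased regions, 5744 are outside it for want of a peak in a control library. The loess offsets used by the authors centre the fold change at each abundance, and the median over all tested H3.3 regions was −0.078. Without counts per library, an excess that the offsets create and one that the cells show cannot be told apart.

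The control H2A.Zac libraries gave nearly the same number of peaks (251364 and 251200). Their peak numbers per 10-Mb bin differed less than counting noise would give for independent lists (chi-square per degree of freedom 0.50). This value was 1.11 between the H2A.Zac shARID1A replicates and 1.67 between the H3.3 control replicates. Between the H3.3 shARID1A replicates it was 24.6, above the 9.17 to 16.9 between H3.3 libraries of different groups. The control H2A.Zac lists were not copies, as 64.8% of replicate 1 peaks overlapped a replicate 2 peak. Such lists are not independent, since sites with a peak in both lower the value for any pair. Separate libraries and separate parts of a single library cannot be told apart from peak lists. The study's methods state that each ChIP was performed in duplicate. No biological explanation was tested for this pattern.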
